# Progesterone-mediated effects on gene expression and oocyte-cumulus complex transport in the mouse fallopian tube

**DOI:** 10.1186/s12958-015-0038-8

**Published:** 2015-05-13

**Authors:** Anna Bylander, Lina Gunnarsson, Ruijin Shao, Håkan Billig, DG Joakim Larsson

**Keywords:** Fallopian tube, progesterone, gene expression, endothelin, gamete transport

## Abstract

**Background:**

The fallopian tube transports the gametes to the fertilization site and delivers the embryo to the uterus at the optimal time for implantation. Progesterone and the classical progesterone receptor are involved in regulating both tubal ciliary beating and muscular contractions, likely via both genomic and non-genomic actions.

**Methods:**

To provide more details of the underlying mechanisms, we investigated the effect of progesterone on gene expression in mice fallopian tubes *in vitro* at 20 min, 2 h and 8 h post progesterone treatment using microarray and/or quantitative PCR. In parallel, oocyte cumulus complex transport was investigated in ovulating mice that were injected with one of the progesterone receptor antagonists, Org 31710 or CDB2194.

**Results:**

Microarray analyses did not reveal any apparently regulated genes 20 min after progesterone treatment, consistent with the proposed non-genomic action of progesterone controlling ciliary beating. After 2 h, 11 genes were identified as up-regulated. Analyses using quantitative PCR at 2 h and 8 h showed a consistent up-regulation of endothelin1 and a down-regulation of its receptor Endothelin receptor A by progesterone. We also confirmed that treatment with progesterone receptor antagonists before ovulation accelerates the transport of the oocyte cumulus complex.

**Conclusions:**

This is the first study showing that progesterone regulates the expression of endothelin1 and endothelin receptor A in the fallopian tube. Together with previous studies of the effects of endothelin on muscular contractions in the fallopian tube, the results from this study suggest that endothelin is a mediator of the progesterone-controlled effects on muscular contraction and eventually gamete transport in the fallopian tube.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12958-015-0038-8) contains supplementary material, which is available to authorized users.

## Background

The fundamental steps in female reproduction include the transport of the oocyte cumulus complex (OCC) from the site of ovulation to the site of fertilization and further transport of the fertilized embryo to the site of implantation. The fallopian tube provides the ways and means of this process by muscular contraction, ciliary movement and flow of secretions [1], which are influenced and affected by progesterone and the classical progesterone receptor (PGR) [2–4]. The roles of progesterone in the ovary, uterus and mammary gland have been well described, but its role and detailed mode of action in the fallopian tube are not as well defined. Overall, progesterone affects processes that influence and optimize the transport of the OCC to the site of fertilization as well as nourish and transport the embryo to the uterus. Because progesterone acts to increase the chance of a successful implantation, it is important to also reveal the mechanisms behind its actions in the fallopian tube [5–8].

Progesterone is involved in the regulation of the frequency of muscle contractions in human fallopian tubes *in vitro* in a dose-dependent manner [9]. The regulation of muscle contractions is complex and influenced by several factors, such as sex steroids, prostaglandins and endothelins [9–15]. Estrogen promotes muscular contraction, and progesterone promotes relaxation [10, 15]. Prostaglandins seem to have a dual effect on contractility where the E-series (PGE) relaxes muscle activity and the F-series (PGF) induces muscle activity. This response appears to be influenced by ovarian steroids, as progesterone increases the response to PGE1 and decreases the response to PGF2alpha [16]. Research have shown that the expression of PGE and PGF2alpha receptors are affected by mifepristone (RU486), an antagonist to both corticoid and progesterone receptors, suggesting that prostaglandin receptors in the fallopian tube are directly or indirectly regulated by progesterone [17]. The role of endothelins in the fallopian tube is relatively well established. Both endothelin 1 (EDN1) and endothelin 2 (EDN2) have been shown to increase muscular contractility in the fallopian tube [11–13]. One *in vitro* study *by Wanggren et al.* demonstrated the effects of 100 nM progesterone on muscle contractions in the fallopian tube within 20 min [9]. Such a rapid time course supports the hypothesis that progesterone regulates muscular activity through both transcriptional and non-transcriptional pathways. In the study by Wanggren, the effect of progesterone was not blocked by the antagonist mifepristone (RU486), which could indicate the involvement of a receptor other than the PGR. However, progesterone and RU486 was administered at the same time and at equal concentrations, which may not be sufficient for efficient blockage [18, 19].

The exact location of the PGR in the fallopian tube is under debate. Immunohistochemistry data suggest a location in the lower half of the cilia in both mouse and human fallopian tubes [20]. Another study suggests a PGR location in the nuclear compartments of the luminal, epithelial and smooth muscle cells in the mouse fallopian tube [21]. In addition to the PGR, there are several candidate receptors that could potentially mediate the non-transcriptional effects of progesterone, including the membrane progesterone receptors (mPRs) [22]. Two isoforms of mPRs are present in the fallopian tube in both humans and mice, and both isoforms are regulated by progesterone [23, 24].

It is now well documented that progesterone decreases the ciliary beat frequency (CBF) of the fallopian tube. In humans, a high concentration of progesterone (10 μmol/L) reduced the CBF by 40–50 % 24 h after exposure [2]. In a similar study on ciliary cells from bovine oviduct, 20 μmol/L progesterone caused a reduction in the CBF within 30 min after exposure [19]. Studies in our laboratory on ciliary cells from mice have demonstrated an even faster (10–20 min) significant reduction of CBF by progesterone, using physiologically relevant concentrations of progesterone in the range of 10–100 nmol/L [4, 18]. We have previously established the involvement of the classical PGR in these rapid effects of progesterone on CBF. The reduction in CBF was induced when ciliary cells were exposed both to progesterone and promegestone, a specific agonist to PGR, and the reduction in CBF was blocked when ciliary cells were pre-treated with excess RU486 before exposure to progesterone. In mice lacking a functional *Pgr,* there was no reduction in CBF after progesterone administration [18]. Taken together, these findings indicate that PGR mediate the rapid CBF response to progesterone in the fallopian tube. The rapid effects suggest a non-genomic response may be involved, but data on the potential rapid changes in gene transcription in the fallopian tube following progesterone treatment are not known.

Studies have also suggested that PGR directly affects OCC and embryo transport of the fallopian tube *in vivo*. In one study, rats were treated with RU486 from the day of ovulation after which the fallopian tubes and uteri were flushed at different time points. In rats treated with RU486, the eggs arrived approximately 11 h earlier to the uterus than in the control rats. In another study, mice were administered a daily subcutaneous injection of two different progesterone receptor antagonists, RU486 and ZK98734, or vehicle during the 3 first days of pregnancy, and the uteri were flushed on the afternoon of day 3. Both antagonists significantly increased the number of embryos in the uterus compared to the control i.e., stimulated premature entry to the uterus [25, 26].

We hypothesize that PGR-mediated gene expression in the fallopian tube is part of the short and/or long-term regulation of OCC transport. We have started to address this by investigating global gene expression in the mouse fallopian tube after progesterone treatment *in vitro* to exclude indirect effects mediated by modulating the secretion of other hormones within the hypothalamus-pituitary-gonadal axis. The timing of regulation as well as the identity of these genes could provide insight into the mechanisms of progesterone-regulated OCC transport*.* Furthermore, the functional role of progesterone and PGR in the transport of the OCC in the fallopian tube was confirmed. The distribution of the PGR in the mouse fallopian tube was also investigated.

## Methods

### Animals

All animal experiments were approved by the local animal ethics committee in Gothenburg, Sweden, (50/2011) to DGJL and (58/2007) to RS. The mice used in this study were all immature female (3.5–5 weeks old) C57BL/6 N mice from Charles River, Kisslegg, Germany. The animals were housed under a 12:12 h light-dark schedule at 21 °C ± 2 °C with unlimited access to food and water. Before the start of experiment, the animals were allowed to acclimate to the animal facilities for ≥ 5 days.

### *In vivo* treatment with progesterone antagonists and assessment of OCC transport

To investigate the role of PGR in OCC transport, ovulation was stimulated in 105 immature mice by intraperitoneal injection (i.p) of 5 IU Pregnant mare's serum gonadotropin (PMSG) (N .V. Organon, Oss, Holland) followed 48 h later by i.p injection of 5 IU of human chorionic gonadotropin (hCG) (N.V. Organon, Oss, Holland). In rodents, ovulation occurs 12–14 h after PMSG/hCG treatment. To determine whether a single dose of a PGR antagonist influences ovum transport, 40 of the PMSG/hCG-treated mice received an i.p. injection of Org31710 (8 μg/g) 6 h after the hCG injection, 25 were instead treated with another more specific PGR antagonist CDB2194 (8 μg/g) [27–29], whereas 40 control mice were administered human chorionic gonadotropin vehicle only. The time point for the antagonist injection was chosen because we wanted to administer the antagonist before the OCCs were released into the fallopian tube but not too early to risk blocking the ovulation process. Both antagonists were dissolved in ethanol and suspended in sesame oil, whereas control mice were administered ethanol and sesame oil only (i.p. injection volume 100 μl). Both Org31710 and CDB2194 are more potent and show less anti glucocorticoid activity than other PGR antagonists such as RU486 and ZK 98299 [30]. We use two antagonists to show with higher certainty that the effect is indeed through the PGR. The doses of Org31710 and CDB2194 were chosen based on previous studies [28, 30]. All drug solutions were freshly prepared before each experiment. Mice from each treatment group were killed by cervical dislocation, and their fallopian tubes were removed, dissected and examined under a dissecting microscope at 24, 27, 30, 36, and 48 h after hCG injection. The presence of OCCs in the fallopian tubes were determined by flushing the fallopian tubes and observing if any OCCs were retrieved under the microscope. Please note that the females were kept in cages without males, and thus, there were no fertilized eggs present.

### Tissue collection and progesterone exposure *in vitro*

Immature female mice (not treated with any hormones) were anesthetized by inhalation of isoflourane and then killed by inhalation of carbon dioxide followed by dissection. Both fallopian tubes were immediately removed and washed in pre-warmed (37 °C) G-MOPS™ (Vitrolife, Gothenburg, Sweden). G-MOPS is a medium specially developed for handling and manipulation of oocytes and embryos under normal air. After the removal of the broad ligaments, fat and blood vessels, the whole fallopian tubes, including all segments (total length approximately 18 mm) were longitudinally opened, cut into smaller pieces and then transferred to a new petri dish containing 2 ml pre-warmed G-MOPS™. In fallopian tubes from mice in this stage of development, ciliary cells and secretory cells are clearly visible [23]. Progesterone (>99 % purity, Sigma-Aldrich, St Louis, MO) was first dissolved in ethanol and then further dissolved in G-MOPS™. To add progesterone to the fallopian tubes, half of the medium in the petri dish was removed and replaced with an equal amount of medium containing progesterone and ethanol resulting in a final concentration of 100 nmol/L progesterone and 0.01 % (v/v) ethanol. The fallopian tubes in the control samples were exposed to ethanol (0.01 % (v/v)) only. The concentration of progesterone was based on results from our previous studies demonstrating clear effects on ciliary motility in this *in vitro* model [4, 18]. From each mouse, one fallopian tube was exposed to progesterone and one was used as the control. A total number of 48 mice and 96 fallopian tubes were used. The tissue samples were exposed for 20 min or 2 h, and immediately after exposure, they were snap-frozen in liquid nitrogen and stored at −80 °C until RNA extraction. To obtain sufficient quantities of RNA for the microarray analyses, six fallopian tubes (three animals) were pooled in one petri dish to form one sample. For each time point, we had four sample pairs resulting in a total of 16 samples. For additional gene expression analysis with quantitative PCR (qPCR), the fallopian tubes from an additional 36 mice were exposed to 100 nmol/L progesterone or control medium for 2 h or 8 h, resulting in four groups. For this analysis, less RNA was required, and the fallopian tube tissue from one mouse was sufficient to analyze as an independent sample. Thus, in total, nine samples from nine separate mice from each treatment group were analysed using qPCR. Immediately after exposure, the samples were snap−frozen in liquid nitrogen and stored at −80 °C.

### RNA extraction and gene expression analysis

Fallopian tube samples were removed from liquid nitrogen storage and homogenized using a Tissue Lyser (Qiagen, Hilden, Germany). Total RNA was extracted using the RNeasy Plus micro Kit (Qiagen) according to the manufacturer’s protocol. RNA quality and quantity were evaluated based on spectrophotometric measurements (Nanodrop 1000, NanoDrop Technologies, USA) and possible RNA degradation was measured with an RNA StdSens analysis kit and Experion (Experion™ Electrophoresis Station, Bio-Rad laboratories, Hercules, CA).

### Microarray analyses

The gene expression in the fallopian tube after exposure to progesterone for 20 min or 2 h was analysed by microarray performed at the Swegene Centre for Integrative Biology (SCIBLU) at Lunds University, Lund, Sweden. In short, 500 ng total RNA was processed using the Illumina®Totalprep-96RNA Amplification kit 4397949 RevD, (Illumina) according to the manufacturer’s instructions to generate double stranded cDNA. The cDNA was used as a template to produce biotin-labeled cRNA according to the manufacturer’s specifications. The cRNA was then hybridized on to MouseRef-8 v2 Expression BeadChip using Whole-Genome Gene Expression Direct Hybridization Assay (Illumina) following the manufacturer’s instructions. The Beadchips were scanned in the iScan system using the Standard Illumina iScan N240 scanning protocol. Experimental quality analyses, probe summarization and quantile normalization [31] were performed using the GenomeStudio software V2011.1. 

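Of the 25697 probes on each array, 16848 (65.6%) had a detection p-value under 0.5, which is a signal intensity above the median of the negative controls, in at least 13 of the 16 samples, and these were kept for the tests. Read the other way, so that a probe was left out where it failed that level in 80% or more of the samples, the filter kept 24524 probes. A stricter filter, with a detection p-value under 0.05 in at least 4 samples, kept 14816 probes.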

Probe sets without signal intensity, i.e., intensity above the median of negative control intensity signals, in 80 % of the samples were excluded. Probe sets with no gene annotations or expired annotations were filtered. 

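The deposited table gives a gene symbol for every probe and no definition for 1264 of its 25697 probes. Of the 16848 probes kept by signal intensity, 887 had no definition. They stayed in the tests, and a test without them, on 15961 probes, was added after the data had been seen. The symbols of 20735 probes (80.7%) are also listed in the reference table of mouse genes.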

A paired (four sample pairs exposed for 20 min and four sample pairs exposed for 2 h) Significance Analysis of Microarrays (SAM) [32] was preformed to identify differently expressed genes between the groups using the TMEV v4.0 software [33]. For each gene, a q-value was reported. The q-value is similar to the more well-known *p*-value but adapted to multiple testing situations. Genes with a q-value ≤20 were considered differentially expressed. Data from the microarray experiment is available with accession number GSE61407 at the NCBI Gene Expression Omnibus public repository (GEO) according to MIAME guidelines. The time point of 20 min was chosen to be able to identify possible genes involved in regulating the rapid reduction in CBF observed in our previous papers within that time period. We choose two hours as our second time point because we had previously established that the ciliary activity remains stable for at least two h of incubation [4, 18].

### Quantitative PCR

Four genes (*Edn1*, *Amigo2, Arlf4* and *Rasd1)* that tended to be differentially expressed after 2 h of progesterone exposure, as measured by the microarray analysis, were further assessed with quantitative PCR analysis. The genes were selected based on their fold change and a connection to progesterone or PGR in the literature. However, no PCR products were obtained for *Arlf4* (data not shown). The gene expression of five additional genes (*Pgr*, *Edn2*, *Edn3, Ednra, Ednrb)* was also assessed. These genes were not regulated according to the microarray but were selected based on a potential role in gamete transport. The analysis was performed on new samples from 36 mouse fallopian tubes exposed to progesterone (or control) for 2 h or 8 h *in vitro*. From each sample 1 μg of RNA was reverse-transcribed with a mixture of random hexamers and oligo (dt) primers, using the iScript cDNA Synthesis Kit (Bio-Rad). cDNA synthesis was performed according to the manufacturer’s protocol. The template cDNA, TaqMan Gene Expression master mix and pre-formulated primers and probes purchased as TaqMan Gene Expression assays (Life Technologies) were mixed and run in accordance with the manufacturer’s instructions. Taqman assay-identities are presented in Additional file 1: Table S1. Amplification reactions were carried out in triplicate with and started with a 10 min denaturation step at 95 °C followed by 40 cycles of 15 s at 95 °C and 1 minute at 60 °C. All amplification reactions were carried out in 385-well plates using the QuantStudio 12 K Flex (Applied Biosystems/Life Technologies; Stockholm, Sweden) and analysed with QuantStudio software. Technical replicates that evidently differed from the others were excluded from further analysis. The qPCR results were analysed by normalizing the median C_T_ value of the three technical replicates with the average of the median C_T_ values from two reference genes, and the resulting ΔC_T_ values were used for statistical analyses. *Rpl19* and *Hprt1* were used as housekeeping genes, both of which had stable mRNA expression levels in all samples and between groups (2 h *p* = 0.91, 8 h *p* = 0.55 and 2 h *p* = 0.91, 8 h *p* = 0.91, respectively) (two-sided *student’s t-test*).

### LacZ staining

To identify cells that express the PGR, we used fallopian tubes from PgrLacZ (+/−) mice. The LacZ mice were adult females who were kept without males, and we did not assess the stage of the cycle at the time of sampling. The fallopian tubes were dissected out and cleaned before they were frozen in OTC medium (Tissue-Tek O.T.C. Sakura Finetek Europe B.V). Then, they were cut into pieces (5–10 μM) in a cryostat (Leica CM3050S, Leica Microsystems AB) and placed on glass slides. To determine the β-galactosidase activity in the tissue we used a LacZ staining kit (InvivoGen, San Diego, USA). The glass slides were prepared according to the manufacturer’s protocol. In cells expressing the LacZ gene, β-galactosidase catalyzes the hydrolysis of X-Gal, producing a blue precipitate that can be visualized under a microscope.

### Statistical analyses

The statistical analysis was calculated based on the proportion of mice with at least one OCC present in the fallopian tube, not on the number of OCCs found in the fallopian tube. Fisher´s exact test were used to test if the ratios of mice with OCCs in the fallopian tube differed between mice given vehicle or either of the antagonists. Tests for differential gene expression (qPCR) between control and progesterone-exposed fallopian tubes were performed using two-sided student’s t-test with 0.05 as the alpha-value.

## Results

Table 1 presents the percent of mice with OCC present in the fallopian tube after treatment with two PGR antagonists or vehicle at different time points. In mice treated with Org 31710, a significant decrease in the ratio of mice with OCC present in the fallopian tube was found both at 30 h (*p* = 0.007) and 36 h (*p* = 0.0256) after hCG treatment. For mice treated with CDB2194, a similar significant decrease in the ratio of mice with OCC present was found at 27 h (*p* = 0.007) and 30 h (*p* = 0.0008) after hCG injection. At the doses given, there were no significant differences at any time point between the effects of the two antagonists. These results are consistent with the hypothesis that blockage of the PGR accelerates OCC transport.

**Table 1:** Progesterone receptor antagonists accelerate the transport of the oocyte cumulus complex (OCC) in mouse fallopian tube

	Percent of Mice with OCCs in the Fallopian Tube (number)				
	Hours after hCG Treatment				
Treatment	24	27	30	36	48
Vehicle	75 (8)	100 (8)	100 (8)	62.5 (8)	0 (8)
Org 31710 (8 μg/g)	100 (8)	62.5 (8)	25 (8)*	0 (8)*	0 (8)
CDB2194 (8 μg/g)	100 (5)	20 (5)*	0 (5)*	0 (5)	0 (5)

Total number of mice in each group is given in parenthesis. Vehicle or antagonist (Org 31710 or CDB2194) were administered 6 h after an injection with human chorionic gonadotropin (hCG). At each sampling point, Fisher’s exact test was used to calculate if the ratio of mice with OCC present in the fallopian tube differed between mice administered vehicle or either antagonist. The time points where the number of mice with OCC is significantly different from the vehicle group are indicated by an asterisk.

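RNA from 16 samples was hybridized to Illumina MouseRef-8 v2 BeadChips, which carry probes for mouse transcripts. There were 4 sample pairs exposed for 20 min and 4 other sample pairs exposed for 2 h, and each pair held a sample exposed to 100 nmol/L progesterone and a control sample, each of 6 pooled fallopian tubes. For every probe and array, the authors deposited the signal intensity as summarized by GenomeStudio and a detection p-value, which is the share of negative controls brighter than the probe, before normalization. The median signal intensity of an array lay between 116.5 and 147.1 (median of 4 arrays 134.1) in the controls of 20 min and between 131.5 and 160.5 (median 136.2) in the progesterone samples of 20 min. It lay between 116.7 and 129.3 (median 122.4) in the controls of 2 h and between 124.8 and 129.1 (median 127.5) in the progesterone samples of 2 h. The probes with a detection p-value under 0.05 numbered 13381 to 13731 (median 13561) and 13561 to 14267 (median 13772) in the control and progesterone samples of 20 min. In those of 2 h they numbered 13261 to 13715 (median 13401) and 13222 to 13658 (median 13332). The signal intensities were then quantile-normalized over the 16 arrays, converted to log2, and tested with limma within each time point, with the sample pair as a block. A probe was called changed at an adjusted p (Benjamini-Hochberg) of at most 0.20, after the q-value of 20% that the study used. Where a gene had several probes, the probe with the highest mean over the 16 arrays stood for it. The number of pairs, 4 per time point, limits the precision of each value.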

To identify possible progesterone-dependent genes involved in gamete transport and in rapid reduction of CBF, we performed a microarray analysis on fallopian tubes isolated from mice and exposed *in vitro* to 100 nmol/L progesterone for 20 min and 2 h. Exposure to progesterone for 20 min did not induce any significant change in gene expression in the mouse fallopian tube as assessed by the microarray analysis.

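Among the 16848 probes tested in the 4 sample pairs exposed for 20 min, limma called 0 at an adjusted p of at most 0.20, and the lowest adjusted p was 0.948. An unadjusted p under 0.05 was found for 847 probes, where chance alone gives 842. The difference between progesterone and control had the same sign in all 4 pairs for 2162 probes (12.8%), where chance gives 12.5%, and 1055 of these were higher and 1107 lower with progesterone. The smallest p belonged to LOC100038882 (ILMN_1256257), whose log2 signal was 8.84 ± 0.12 (SD, n = 4) with progesterone and 9.24 ± 0.22 (SD, n = 4) in the controls, a log2 fold change of -0.40 with a standard error of 0.06. It was lower in 4 of 4 pairs. The alternative that moved the count most was paired SAM, which called this probe on log2 values and 2 others on linear signals, Rpl28 and Gpsn2, both named after their values were seen. Next came Clk4 with a log2 fold change of -0.43, Klk1b27 with -0.40, Prr15 with -0.33 and 2510009E07Rik with 0.27, each with one sign in all 4 pairs and an adjusted p of 0.948 from limma. In its discussion the paper sets this result beside the hypothesis of a non-genomic effect of the receptor on the cilia, and adds that regulated genes missed by the arrays cannot be ruled out.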

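After 2 h, the signals of Tigd2, Arfl4, Glrx, Slc25a33, Serpina3n, Cxcl1, Rasd1, P4ha2, Edn1, Amigo2 and Irak2 were all higher with progesterone, by a median of 0.49 on the log2 scale (range 0.33 to 0.91). In 10 of the 11 genes the signal was higher in all 4 pairs. The exception was Glrx, with differences of 1.53, -0.03, 0.99 and 0.75 in pairs 6d, 19n, 30o and 15o. Over the 16848 probes tested, limma called 1, the Arfl4 probe ILMN_2622354 on chromosome 11, with 8.38 ± 0.33 (SD, n = 4) with progesterone and 7.50 ± 0.16 (SD, n = 4) in the controls. Its log2 fold change was 0.88 (standard error 0.09, adjusted p = 0.119), and it was no longer called under 9 of 20 alternative settings, for example without pair 6d (0.79, adjusted p = 0.811). A second probe, annotated as Arl4d, had a log2 fold change of 0.03 and was detected on 3 of 16 arrays. Tigd2 on chromosome 6 rose from 8.87 ± 0.08 (SD, n = 4) to 9.77 ± 0.36, and Slc25a33 on chromosome 4 rose from 10.06 ± 0.09 (SD, n = 4) to 10.79 ± 0.14, both with an adjusted p of 0.244 from limma. The 10 probes with the smallest p at 2 h all belong to genes of this list, 9 as the probe that stands for the gene and 1 as the dimmer probe of Irak2. An unadjusted p under 0.05 was found for 437 probes, fewer than the 842 that chance gives for independent probes. Adjusted over the list alone, 11 of the 11 genes had a p of at most 0.05 (lowest 7.8e-05), which is not independent evidence because the study chose the list on these samples.

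**Figure D1:**
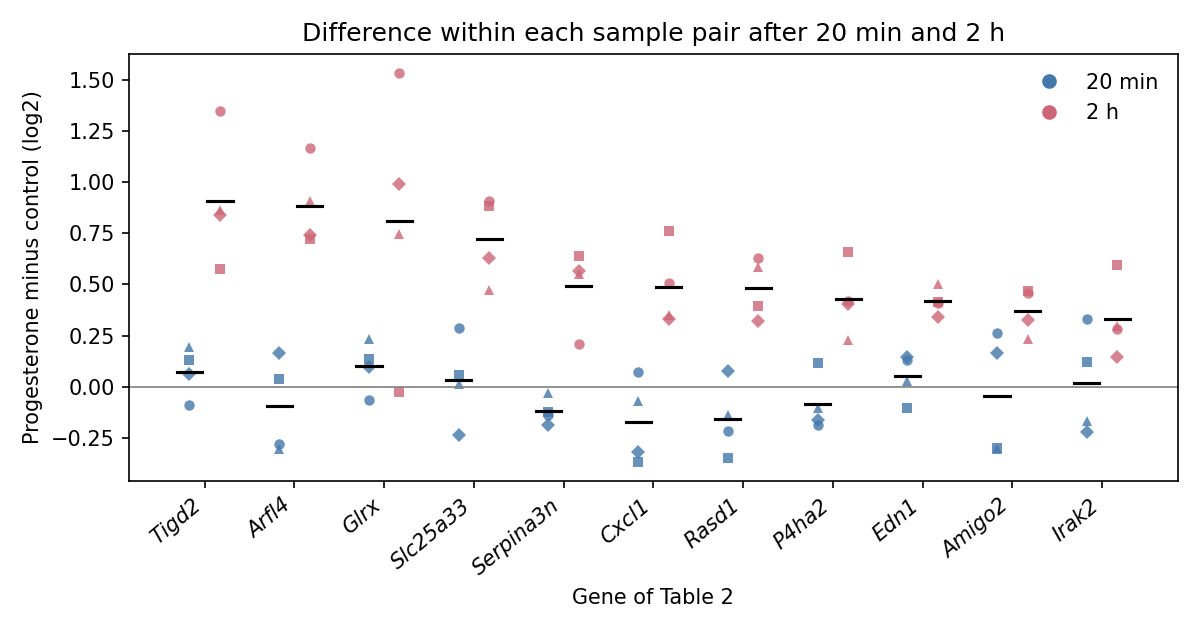
Difference in log2 signal between the progesterone sample and the control sample of each pair for the 11 genes of Table 2, after 20 min (blue) and 2 h (red). Each symbol is a pair of its time point (4 per time point, with no pair shared between time points) and the black line is the mean of 4 pairs; at 2 h all means lie between 0.33 and 0.91, and at 20 min between -0.17 and 0.10.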

Table 2 provides a list of 11 genes that were differently expressed in mouse fallopian tubes after exposure to progesterone for 2 h compared to control fallopian tubes. Nine of these genes (*Arlf4, Rasd1, Edn1, Irak2, Amigo2, Cxcl1, Edn1, P4ha2* and *Serpina3n*) produce a gene product that is involved in signalling processes. 

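Beside Arfl4, the signalling genes of this list changed by less than 0.5 on the log2 scale. Rasd1 (ILMN_2647197, chromosome 11) rose from 7.58 ± 0.21 (SD, n = 4) in the controls to 8.06 ± 0.30 with progesterone, a log2 fold change of 0.48 with an adjusted p of 0.780 from limma. Serpina3n (chromosome 12) rose from 10.20 ± 0.11 (SD, n = 4) to 10.69 ± 0.24, and Cxcl1 (chromosome 5) from 10.78 ± 0.30 to 11.26 ± 0.43. The lowest Cxcl1 value of the controls, 10.32 in pair 15o, lay apart from the other 3. P4ha2 (chromosome 11) rose from 7.82 ± 0.05 (SD, n = 4) to 8.25 ± 0.16, and Amigo2 (chromosome 15) from 10.64 ± 0.09 to 11.01 ± 0.19. These increases were seen in 4 of 4 pairs, with an adjusted p of 0.9997 from limma for Serpina3n, Cxcl1, P4ha2 and Amigo2. Irak2 (chromosome 6) has 2 probes, and both were higher in 4 of 4 pairs. The log2 fold change was 0.33 for the brighter probe, from 8.61 ± 0.18 (SD, n = 4) to 8.94 ± 0.30, and 0.41 for the other, with an adjusted p of 0.9997 for each.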

The progesterone induced gene expression changes of three of these genes (*Edn1, Amigo2* and *Rasd1*) were confirmed with qPCR analysis (Fig. 1). The mRNA abundance of *Amigo*2 was significantly higher after 2 and 8 h of exposure to progesterone (*p* <0.0001 for both time points, respectively) compared to the controls. The mRNA levels of *Rasd1* (*p* <0.0001 for both time points) and *Edn1* (*p* = 0.043 and *p* = 0.012) were also significantly increased at both time points. 

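On the arrays of 2 h, Edn2 (ILMN_2723965, chromosome 4) had a log2 signal of 8.15 ± 0.38 (SD, n = 4) with progesterone and 8.24 ± 0.53 (SD, n = 4) in the controls, and it was lower in 3 of 4 pairs. The highest of these controls, 9.03 in pair 15o, lay apart from the other 3. Edn3 (ILMN_2709083, chromosome 2) had 6.81 ± 0.09 (SD, n = 4) and 7.01 ± 0.18 (SD, n = 4), was lower in 3 of 4 pairs and had a detection p-value under 0.05 on 2 of the 8 arrays of 2 h and on 6 of the 8 arrays of 20 min. Ednrb (chromosome 14) had 9.49 ± 1.01 (SD, n = 4) and 9.36 ± 1.24 (SD, n = 4), with differences of -0.08, -1.24, -0.07 and 1.90 between progesterone and control in the 4 pairs. None of these differences exceeded the spread between pairs, with an adjusted p of 0.9997 from limma for Edn2, Edn3 and Ednrb. Together with Ednra and Pgr, and adjusted over the list alone, the lowest p of the 5 genes was 0.323 at 2 h and 0.965 at 20 min. At 20 min the log2 fold change was -0.04 for Edn2, 0.00 for Edn3 and 0.10 for Ednrb. The dimmer of the 2 Ednrb probes was higher in 4 of 4 pairs at 20 min, by 0.26, with an adjusted p of 0.948 from limma over all probes.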

*EDN1* is known to be involved in muscular contraction of the human and bovine fallopian tube [12–14], and thus, the two other isoforms of endothelin (*Edn2* and *Edn3*) and its receptors (*Ednra and Ednrb*) were included in the analysis even though they were not identified as regulated by the microarray. We also included *Pgr* in the analysis because earlier studies have shown a regulation by progesterone in the fallopian tube [21]. *Ednra* (*p* = 0.01 and *p* = 0.004, 2 h and 8 h, respectively) and *Pgr* (*p* = 0.004 and *p* <0.0001) had a lower mRNA abundance after progesterone exposure, whereas there was no significant treatment effect for *Edn2* (*p* = 0.63 and 0.10) and *Edn3* (*p* = 0.25 and 0.29).

**Table 2:** Genes regulated by progesterone after 2 h in mouse fallopian tubes

Gene symbol	Gene name	Selected GO-terms (Biological Process)	Fold-change
*Serpina3n*	Serpin Peptidase Inhibitor, Clade A, member 3	Response to peptide hormone	1.4
*Edn1*	Endothelin-1	Intracellular signaling cascade, Maternal process involved in parturition, Positive regulation of smooth muscle contraction	1.3
*Rasd1*	RAS, dexamethasone-induced 1	Intracellular signaling cascade, nitric oxide mediated signal transduction, small GTPase mediated signal transduction	1.4
*Slc25a33*	Solute carrier family 25 member 33	Small molecule transport	1.6
*Tigd2*	Tigger transposable element-derived protein 2	DNA binding	1.9
*Arfl4*	ADP-ribosylation factor like 4D	Intracellular signaling cascade	1.9
*Irak2*	Interleukin-1 receptor associated kinase 2	Intracellular signaling cascade	1.3
*Cxcl1*	chemokine (C-X-C motif) ligand 1	Positive regulation of cytosolic calcium ion concentration	1.4
*Glrx*	Glutaredoxin	AtPase binding	1.9
*Amigo2*	Adhesion molecule with ig like domain 2	Cell adhesion, negative regulation of programmed cell death	1.3
*P4HA2*	Prolyl 4 hydroxylase alpha polypeptide II	Oxidation-reduction process	1.3

Mice fallopian tubes were treated in vitro with progesterone (100 nmol/L) or vehicle for 2 h and analysed by microarray. Eleven genes were differentially expressed (q-value ≤20 %). 

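With paired SAM, the kind of test that the study used, and a q-value of at most 20%, computed here on the log2 values with all 16 sign changes of the 4 pairs, 17 probes were called at 2 h, and all 17 were higher with progesterone. The 12 probes with the lowest q, of at most 8.33%, held the 11 genes of Table 2 and Clk1. Irak2 was called through its dimmer probe, ILMN_2937735, and not through the brighter one. The q-value was 0 for Arfl4, Tigd2, Slc25a33, Edn1 and Rasd1, since the median number of false calls over the sign changes was 0. The other 5 probes, for Tmem50a, Nfkbiz, Tmcc3, Becn1 and Hspb8, had a q-value of 17.6%. Clk1 and these 5 genes were named after their values were seen. The signal of Clk1 (ILMN_1254814) was higher by 0.31 on the log2 scale, in 4 of 4 pairs. On linear signals in place of log2 values, paired SAM called 1 probe, LOC100047935, with a log2 fold change of -0.12.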

The fold-change refers to progesterone versus vehicle-treated fallopian tubes. 

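As ratios of progesterone to control, from the mean log2 difference over 4 pairs, the fold change was 1.88 for Tigd2, 1.85 for Arfl4, 1.75 for Glrx and 1.65 for Slc25a33. The fold change was 1.41 for Serpina3n, 1.40 for Cxcl1, 1.40 for Rasd1, 1.34 for P4ha2 and 1.34 for Edn1. It was 1.29 for Amigo2 and 1.26 for Irak2, for which the other probe gave a fold change of 1.33. The spread between pairs was widest for Glrx, whose log2 signal with progesterone was 10.57 ± 0.65 (SD, n = 4) against 9.76 ± 0.16 (SD, n = 4) in the controls.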

A positive value indicates up-regulation by progesterone.

**Fig. 1:**
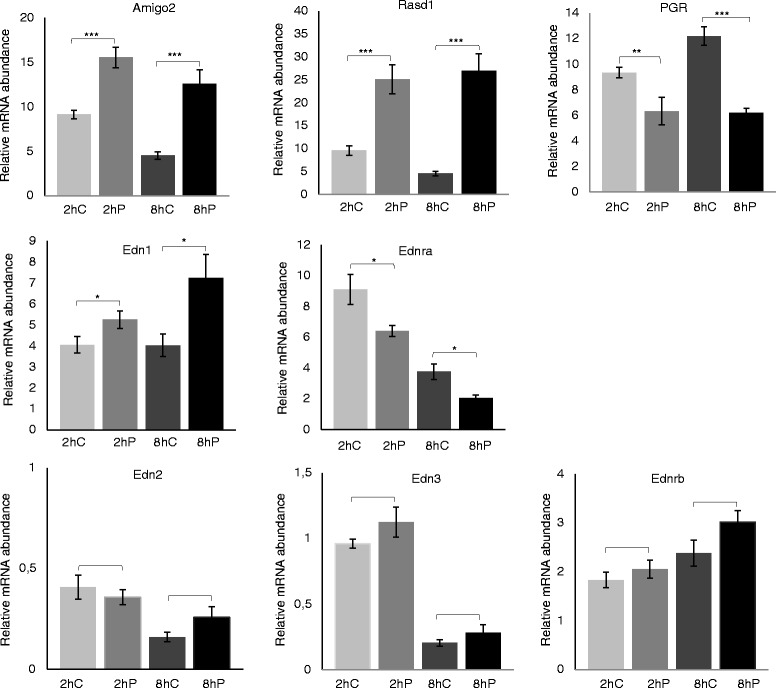
Progesterone-regulated gene expression in mouse fallopian tubes. Quantitative PCR analyses of 8 transcripts in mouse fallopian tubes treated with ethanol (EtOH) 0.01 % (v/v) as control (C) or progesterone (P; 100 nmol/L) in vitro for 2 h or 8 h. The relative mRNA abundance in the figure is presented as the normalized value (normalized to the housekeeping genes Hprt and Rpl19). Error bars represent standard error of mean. Significantly different expression between control and exposed fallopian tubes at the two time points is indicated by * (p < 0.05), ** (p < 0.01) or *** (p < 0.001)

To investigate the location of PGR in the mouse fallopian tube, we used fallopian tubes from PGRLacZ mice and a staining kit to detect β-galactosidase activity. As shown in Fig. 2, positive staining was observed in both epithelial and muscle cells.

**Fig. 2:**
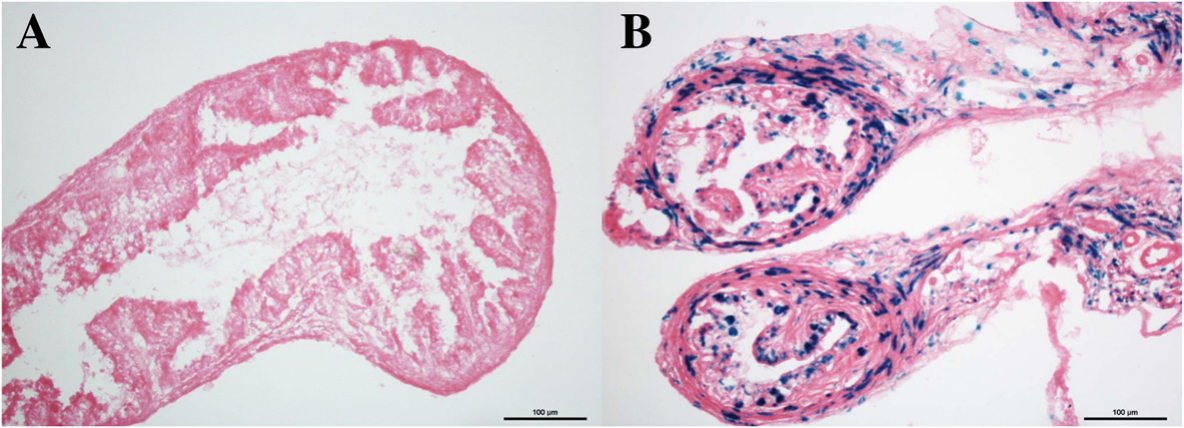
Localization of the PGR in mouse fallopian tubes. Fallopian tubes from A, cycling, wild-type mice, and B; PGRLacZ mice samples were stained to detect β-galactosidase activity and the location of PGR. Positive blue staining was observed in the epithelial and muscle cells of PGRLacZ (+/−) mice

## Discussion

Previous studies reporting the localization of PGR in the fallopian tube has been based on immunostaining [20, 21]. Here, we applied a method that does not depend on the specificity of antibodies. The results show that a sub-population of both epithelial cells and stromal cells express the PGR. This is consistent with the hypothesis that progesterone regulates both ciliary activity and muscle contractions via the PGR.

We also show that a single dose of two different PGR antagonists causes a rapid disappearance of the OCCs in the mouse fallopian tube. This is consistent with earlier studies showing that in rats and mice treated continuously with antagonists for PGR, the embryos arrived prematurely to the uterus [25, 26].

In a previous study from our laboratory, we showed that the rapid reduction of CBF, which was manifested within 20 min after progesterone administration, was inhibited if the ciliary cells were pre-treated with RU486 and in ciliary cells from mice lacking a functional *Pgr* [18]. This shows that PGR is most likely involved in this rapid regulation of the CBF. Combining these data with the effect of progesterone antagonists on OCC transport *in vivo* further indicates an important role of progesterone and the classical nuclear progesterone receptor in this process, which is at least partly mediated by changes in ciliary activity. 

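In the samples exposed for 20 min, the genes that Table 2 lists for 2 h did not move together. The signals of 5 of the 11 genes were higher and those of 6 lower with progesterone, and only Serpina3n had the same sign in all 4 pairs, with a log2 fold change of -0.12. Of the 11 genes, 0 had an unadjusted p under 0.05 in limma, and the best placed of them ranked 1029 among the 16848 probes by p. Adjusted over the list alone, the lowest p of the 11 genes was 0.263.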

In this study, we were not able to identify any changes in transcription abundance 20 min after progesterone treatment. Although it cannot be ruled out whether there are genes regulated after 20 min of progesterone exposure that were not discovered with the microarray analyses, our finding is consistent with the hypothesis that PGR regulates ciliary function in the fallopian tube via a non-genomic mechanism. 

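The changes that 4 pairs can show were estimated on simulated arrays of 16848 probes, of which 200 were changed. The spread of each probe was pooled over both time points and scaled to the median level of the 20 min samples. Of 67 probes changed by 0.5 on the log2 scale, limma recovered 65 (97.0%), and it recovered all 67 changed by 1. It also made 61 false calls among the unchanged probes at an adjusted p of at most 0.20. The 200 changed probes included changes of 1 and 2, and the simulated spreads were independent between probes, so these shares do not carry over to arrays on which few genes change. The median SD of the differences between progesterone and control over the 4 pairs was 0.13 on the log2 scale. The largest change with the same sign in all 4 pairs at 20 min was 0.43. Among 15 gene lists fixed before the data were examined, the cilia list was higher with progesterone at 20 min in limma's camera test, with 9 of 9 genes higher by a median of 0.13 (adjusted p = 0.00022). The mean difference of the list was 0.05, 0.46, -0.02 and 0.10 in pairs 27n, 26n, 12n and 22ob, so pair 26n carries most of it. It was not past the threshold in limma's fry test, which lets the genes vary together (adjusted p = 0.932).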

Experiments with blockers of transcription or translation may provide more evidence for this hypothesis.

Transcriptional effects by progesterone were detectable after 2 h, as measured by microarray and qPCR. 

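Whether the effect of progesterone at 2 h differed from that at 20 min was tested with limma over all 16 arrays, with the 8 pairs as blocks. The difference between the effects was past an adjusted p of 0.20 for 1 of 16848 probes, Arfl4, at 0.98 on the log2 scale (standard error 0.13, adjusted p = 0.147). An unadjusted p under 0.05 was found for 699 probes, where chance gives 842. For Tigd2 the difference was 0.83, for Rasd1 0.64 and for Serpina3n 0.61, with an adjusted p of 0.383 for each. It was 0.69 for Slc25a33 (adjusted p = 0.607), 0.66 for Cxcl1 (adjusted p = 0.618) and 0.51 for P4ha2 (adjusted p = 0.990). Without pair 15o, 31 probes were called, 10 with a difference above 0 and 21 below, and Arfl4 was called in 7 of 17 alternative settings.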

Nine of the genes that tended to be differentially expressed (*Arlf4, Rasd1, Edn1, Irak2, Amigo2, Cxcl1, Edn1, P4ha2* and *Serpina3n*) produce gene products that are involved in different signalling processes, and some of the genes are regulated by progesterone and *Pgr* in different cell lines in other studies [34–40]. *Amigo2* plays a role in cell-adhesion and cell migration. *Rasd1* encodes for a protein that is an activator of G-protein signalling. This gene is thought to be involved in nitric oxide signal transduction, which in the fallopian tube has been shown to affect muscle contractility [41, 42].

Most interestingly, *Edn1* was differentially expressed, both after 2 and 8 h of progesterone exposure. The absence of apparent regulation at 20 min suggests that progesterone-activation of the endothelin system via gene transcription is not a prerequisite for regulating ciliary function, but its regulation at later time points in the fallopian tube suggests that the endothelin system could be involved in other processes related to gamete transport. Indeed, EDN1 is known to induce muscle contractility in the fallopian tube [11, 12, 43]. 

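The Edn1 probe, ILMN_2737713 on chromosome 13, was detected on all 16 arrays. After 20 min its log2 signal was 9.62 ± 0.28 (SD, n = 4) with progesterone and 9.57 ± 0.22 (SD, n = 4) in the controls, higher in 3 of 4 pairs, with an adjusted p of 0.974 from limma. After 2 h it was 10.40 ± 0.13 (SD, n = 4) with progesterone and 9.99 ± 0.07 (SD, n = 4) in the controls. The differences in pairs 6d, 19n, 30o and 15o were 0.41, 0.41, 0.34 and 0.50, and the adjusted p was 0.780 over all probes. The effect at 2 h exceeded that at 20 min by 0.37 on the log2 scale, which was not past the threshold of the test between time points (adjusted p = 0.999 from limma). Leaving out each 2 h pair in turn kept the log2 fold change between 0.39 and 0.44.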

Earlier studies show that estrogen and estrogen in combination with progesterone and luteinizing hormone significantly stimulates the production and secretion of EDN1 from bovine oviduct epithelial cells in culture. However, progesterone alone at concentrations ranging from 30 nmol/L to 3 μmol/L caused no significant increase in either production or secretion of EDN1 [44, 45]. In the present study progesterone induced the expression of the *Edn1* gene while causing a down-regulation of its receptor, *Ednra*. The reason for these somewhat contradictory results between the studies might be related to the fact that they are performed in different species using different methodologies. We measured the mRNA abundance in fallopian tubes from immature mice, after *in vitro* progesterone exposure. The other study measured the cell content and secretion of EDN1 from cultured oviductal epithelial cells from cows sampled during the estrous cycle. Consistent with our results, it has been previously demonstrated that *Edn1* is induced by Pgr-A in mouse granulosa cell culture [46].

EDN1 binds to two receptors EDNRA and EDNRB, with equal affinity, but the majority of its effect is mediated through EDNRA [47]. The localization of EDN1 within the human fallopian tube is suggested to be mainly within the tubal epithelium but also to a lesser extent in the muscle layer, while EDNRA is suggested to be dominant in the muscle layer [48]. The *Edn1, Edn2* and *Edn3* as well as the *Ednra* and *Ednrb* genes are reported to be expressed in bovine and mice oviducts during the estrous cycle [14, 49]. Consistently, we detected mRNA from all three endothelin isoforms and both receptors using qPCR. The expression of *Edn2, Edn3* and *Ednrb* was, however, very low compared to *Edn1* and *Ednra*, and only *Edn1* and *Ednra* were differently expressed after exposure to progesterone. In the bovine oviduct, the expression *of EDN1, EDNRA* and *EDNRB* mRNA was highest during the peri-ovulatory period. During this period, EDN1 also caused the highest increase in oviduct contraction. In bovine oviduct epithelial cells, EDN1 stimulates the production and release of prostaglandins. This suggests that in the bovine oviduct, EDN1 produced by the oviduct has a major role in the control of local contractions during the transport of gametes/embryos [14]. Our results indicate that the endothelin signalling is likely regulated, in turn, by progesterone.

We are not aware of any previous studies of *Ednra* regulation in the fallopian tube. Zhang et al. showed that *Ednra* was up-regulated in different tissues after progesterone treatment as well as in pregnant mice [46]. We found a down regulation of *Ednra* in the fallopian tube, suggesting that progesterone might regulate *Ednra*-expression in different directions depending on the tissue. When the controls for Ednra were compared, a decrease in mRNA abundance between the 2 h and 8 h samples was discovered. This decrease in abundance could either be due to less transcription and/or decreased stability of the mRNA.

In both the mouse and human fallopian tube, both isoforms of PGR are highly expressed [20]. In humans, the expression seems to vary across the menstrual cycle and differ between the different parts of the fallopian tube [50]. In our study, *Pgr mRNA* was down-regulated by progesterone, which is consistent with results from an earlier study showing that there was a time-dependent reduction of PGRA and PGRB protein expression in immature mice treated with a single dose of progesterone [21].

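For Ednra (ILMN_2674351, chromosome 8), the log2 signal after 20 min was 10.76 ± 0.24 (SD, n = 4) with progesterone and 10.67 ± 0.55 (SD, n = 4) in the controls. After 2 h it was 9.50 ± 0.67 (SD, n = 4) and 9.81 ± 0.95 (SD, n = 4), a log2 fold change of -0.31 with a standard error of 0.30 from limma. Ednra was lower with progesterone in 3 of the 4 pairs of 2 h, with differences of -0.43 in pair 6d, -1.27 in pair 19n and -0.59 in pair 30o, and higher by 1.06 in pair 15o. The log2 fold change was -0.76 without pair 15o, 0.01 without pair 19n, -0.27 without pair 6d and -0.22 without pair 30o. For Pgr (ILMN_2657452, chromosome 9), the log2 signal after 20 min was 7.74 ± 0.22 (SD, n = 4) with progesterone and 7.75 ± 0.24 (SD, n = 4) in the controls. After 2 h it was 7.34 ± 0.15 (SD, n = 4) and 7.44 ± 0.22 (SD, n = 4), a log2 fold change of -0.10 with a standard error of 0.09, lower in 2 of 4 pairs. The adjusted p from limma was 0.990 for Ednra and 0.995 for Pgr at 20 min.

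**Figure D2:**
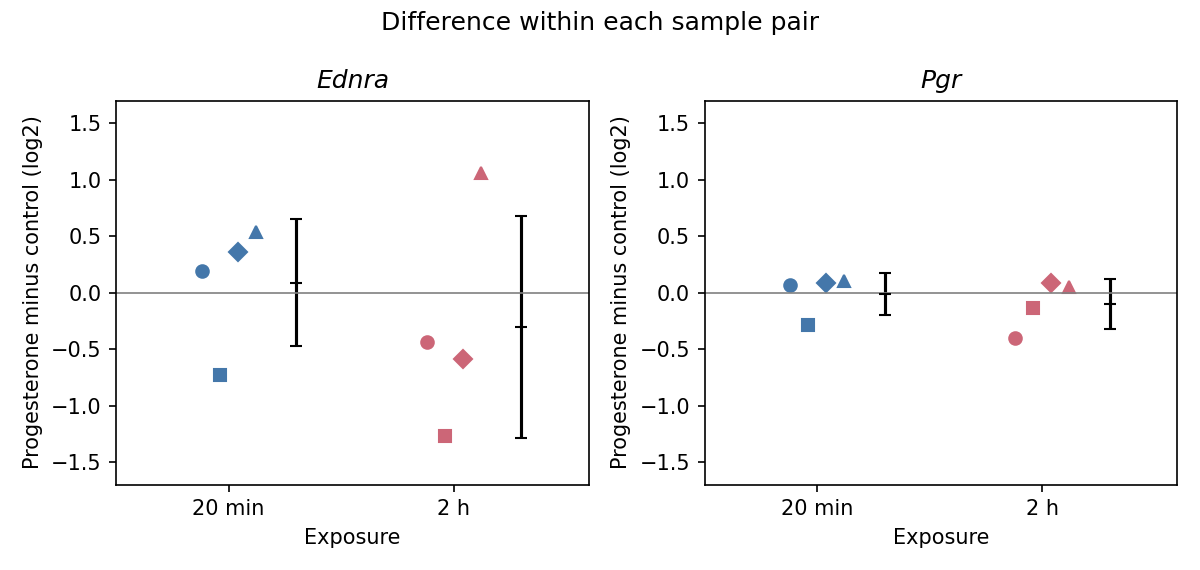
Difference in log2 signal between the progesterone sample and the control sample of each pair for Ednra (left) and Pgr (right), after 20 min (blue) and 2 h (red). Each symbol is a pair and the bars are the mean ± SD of 4 pairs; the 2 h differences of Ednra lie between -1.27 and 1.06 and those of Pgr between -0.40 and 0.08.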

*Ednra* and *Pgr* were not markedly affected by the progesterone treatment as measured by the microarray analysis at 20 min or 2 h. However, with qPCR, significantly lowered mRNA levels after progesterone treatment were identified at both 2 h and 8 h in a separate experiment. One reason for this apparent difference at 2 h could be that both are receptors, and therefore, their expression is low compared to many other types of mRNA. A microarray has a considerably higher detection limit than a qPCR assay; thus, changes in genes that are hardly detectable by a microarray are much more subjected to noise than more highly expressed genes. 

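Ednra and Pgr both had a detection p-value under 0.05 on all 16 arrays, as did 10897 (64.7%) of the 16848 probes tested. The highest detection p-value on the arrays of 2 h was 0 for Ednra, which means that no negative control was as bright, and 0.0063 for Pgr. The SD of the difference between progesterone and control over the 4 pairs of 2 h was 0.98 on the log2 scale for Ednra and 0.22 for Pgr, beside a median of 0.15 over all probes tested. It was smaller than that of Ednra for 99.8% of the probes and smaller than that of Pgr for 76.4%. Detection does not show that a low signal leaves the measured change of Pgr unaffected, since the signals are not background-subtracted.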

A second reason might be that a gene might only be present and regulated in a small subset of the cells analysed, making it difficult to find small changes because they can drown in the noise from other cells. A third explanation could also be that the arrays were only performed with a replication of four per group, while the smaller amount of RNA required for the qPCR allowed us to analyze 9 biological replicates per treatment group, providing much higher statistical power.

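With 4 pairs, the 95% confidence interval of the log2 fold change at 2 h, from limma, ran from -1.002 to 0.385 for Ednra and from -0.31 to 0.11 for Pgr. In limma the spread of each probe is moved toward that of the other probes. The pair differences of Ednra at 2 h had an SD of 0.98, larger than that of 99.8% of the probes. Its interval is therefore narrower than the 4 pairs alone would give. At 20 min it ran from -0.28 to 0.46 for Ednra and from -0.18 to 0.16 for Pgr. For Edn1, whose pairs differed little, the interval at 2 h ran from 0.26 to 0.57.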

A recent study investigated the differences in gene expression in fallopian tubes of mice completely lacking a functional *Pgr* (*Pgr*LacZ mice) and heterozygous mice (*Pgr*LacZ (+/−)) carrying one copy of the *Pgr* gene using both microarray and qPCR [51]. However, the overlap of the differentially expressed genes in that study and the genes found to be regulated directly by progesterone in the present study was small. Indeed, comparing the difference in gene expression between the two genotypes will reveal differences that are also indirectly affected by the lack of the receptor. Indeed, of the 9 genes investigated by qPCR after stimulation of ovulation in immature mice by hCG (thus inducing a progesterone-surge), 6 genes differed before treatment between the two genotypes. The authors identified an up-regulation of *Edn3* in heterozygous mice 8 hours after hCG treatment, while we did not observe any changes of *Edn3* either at 2 or 8 h after progesterone treatment. This suggests that the up-regulation of *Edn3* found during induced ovulation in the fallopian tube in the other study is not a direct effect of PGR activation.

## Conclusions

To our best knowledge, this is the first study demonstrating that *Edn1* and *Ednra* are directly regulated by progesterone in the mouse fallopian tube. We also confirm that PGR antagonists accelerate the transport of the OCC through the fallopian tube. Our results further support that progesterone and PGR plays an essential role in OCC transport that involves both non-genomic and genomic mechanisms. It is important to reveal the mechanisms and regulation of gamete transport in the fallopian tube because it is an essential step in natural reproduction and may contribute to a better understanding of the causes of infertility in women and the development of new and better contraceptives. To better understand the role of progesterone in the fallopian tube, studies on gene regulation in vivo would be important to perform in the future.

## Additional file

Additional file 1: Table S1. Taqman assay-id for primers and probes used for quantitative PCR analysis.

## Abbreviations

CBF: Ciliary beat frequency
EDN1: Endothelin 1
EDN2: Endothelin 2
EDN3: Endothelin 3
EDNRA: Endothelin receptor A
EDNRB: Endothelin receptor B
hCG: Human chorionic gonadotropin
mPRs: Membrane progesterone receptors
OCC: Oocyte cumulus complex
PGE: Prostaglandins E-series
PGF: Prostaglandins F-series
PGR: Progesterone receptor
PMSG: Pregnant mare's serum gonadotropin
qPCR: Quantitative PCR
RU486: Mifepristone

# Supplementary material for: Progesterone-mediated effects on gene expression and oocyte-cumulus complex transport in the mouse fallopian tube
**Source:** Reprod Biol Endocrinol. 2015 May 13;13:40. doi: 10.1186/s12958-015-0038-8
**Supplement:** Additional file 1: Table S1. — Taqman assay-id for primers and probes used for quantitative PCR analysis.

**Supplemented table 1.**

| <b><i>Gene name</i></b> | <b>Taqman assay-id</b> |
|-------------------------|------------------------|
| <i>Amigo2</i>           | 00662105_s1            |
| <i>Rasd1</i>            | 00842185_g1            |
| <i>Arfl4</i>            | 03031495_u1            |
| <i>Edn1</i>             | 00438656_m1            |
| <i>Edn2</i>             | 00432983_m1            |
| <i>Edn3</i>             | 00432986_m1            |
| <i>EdnrA</i>            | 01243722_m1            |
| <i>EdnrB</i>            | 00432989_m1            |
| <i>Pgr</i>              | 00435628_m1            |
| <i>Hprt</i>             | 01545399_m1            |
| <i>Rpl19</i>            | 02601633_g1            |

Taqman assay-id for primers and probes used for quantitative PCR analysis.

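The table pairs each gene chosen for qPCR with the identity of its pre-formulated TaqMan assay. A TaqMan assay holds a primer pair and a labelled probe for the gene's transcript, and the cycle at which its signal passes a threshold falls as the transcript becomes more abundant. The genes are Amigo2, Rasd1, Arfl4, Edn1, Edn2, Edn3, Ednra, Ednrb and Pgr, and the reference genes Hprt and Rpl19, whose average was used to normalize the cycle values of the other genes. According to the paper, the Arfl4 assay gave no product, so Arfl4 has no qPCR value. The assays were run on samples that are separate from those of the microarray, and the qPCR values were not analysed here.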

How the deposited data were processed for this re-analysis (not part of the article)

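The microarray experiment measured RNA from 16 samples of mouse fallopian tubes on Illumina MouseRef-8 v2 BeadChips, with 4 samples in each of 4 conditions: control and 100 nmol/L progesterone, for 20 min and for 2 h. The control medium and the progesterone medium held 0.01% ethanol. Each sample pooled 6 tubes, and each time point had 4 pairs of a control and a progesterone sample. The values of the qPCR, of the oocyte transport experiment and of the staining for the receptor were not analysed here.

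The authors deposited the signal intensity of 25697 probes on each array, as summarized from the beads by GenomeStudio, without background subtraction and before normalization. They also deposited a detection p-value for each probe and array, which GenomeStudio computes as the share of negative controls that are brighter than the probe; its steps give 798 negative controls per array. The quantile-normalized and filtered values that the paper describes were made again here from the signal intensities. Array columns were matched to samples by the sample labels, and 0 columns were left without a sample. A table gives no depth for arrays, so the precision rests on the number of arrays. The lowest correlation of log2 signals between 2 arrays was 0.961 and the highest 0.996.

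The signal intensities were quantile-normalized over the 16 arrays with limma 3.58.1 in R 4.3.3 and converted to log2. Probes with a detection p-value under 0.5 in at least 13 arrays were kept (16848 probes for 12465 gene symbols). Progesterone and control were compared within each time point with limma's lmFit and eBayes, with the pair as a block, and probes with a Benjamini-Hochberg adjusted p of at most 0.20 were called changed, as the study used a q-value of 20%. The difference between the effects at 2 h and 20 min was tested in one fit over 16 arrays with the 8 pairs as blocks. The controls of 2 h were compared with the controls of 20 min with an adjusted p of at most 0.05; no pair spans both time points. Paired SAM was written for this work with all 16 sign changes of the 4 pairs, the 2000 largest distances tried as thresholds, and the median number of false calls. Tables were read with data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

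Gene symbols are those of the deposited table, in the spelling of its definitions or of the reference table of mouse genes. The gene that Table 2 names Arfl4 and describes as ADP-ribosylation factor like 4D has 1 probe under the symbol Arfl4 and 1 under Arl4d. Where a gene had several kept probes, the one with the highest mean log2 signal over 16 arrays stood for it. The genes named were fixed by a rule before the data were examined: the genes the study names for these arrays, and in each progesterone comparison the 5 probes with the largest change among those called with the same sign in all 4 pairs, or the 5 with the smallest p where none was called. For time in the controls the rule took the 5 largest rises and the 5 largest falls among called probes whose groups do not overlap. Genes outside the rule are said to be so where they are named.

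There were 16 lists of genes, written before the data were examined, tested with limma's camera (correlation 0.01) and fry, with Benjamini-Hochberg adjustment over the lists of a comparison and a threshold of 0.05. They hold the genes of Table 2, the endothelin and receptor genes measured by qPCR, the qPCR reference genes, genes that respond to steroid receptors, progesterone targets of uterus and ovary, immediate early genes, heat shock, inflammatory, and hypoxia and glycolysis genes, and markers of blood, fat, ovary, skeletal muscle, cilia, smooth muscle and secretory epithelium. The list of reference genes had fewer than 3 genes among the kept probes and was not tested, which left 15. The score of a tissue list is the mean over its genes of the log2 signal less each gene's mean over the 16 arrays.

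The pairs come from the paper, which describes sample pairs and a paired test, and from codes shared by a control and a progesterone label. The codes were checked with the correlation of the deviations from the group means. At 20 min it was 0.45 on average for samples with the same code (0.35 to 0.55) and -0.15 for samples with different codes. At 2 h it was 0.29 on average for the same code (0.00049 to 0.65) and -0.097 for different codes (-0.60 to 0.34). The control of 15o was closer to the progesterone samples of 19n (0.34) and 30o (0.24) than to its own (0.18), and the control of 19n closer to that of 6d (0.13) than to its own (0.00049), so the check does not bear out 2 of the 4 pairs of 2 h, and the pairing there rests on the paper and the codes. At 20 min the range for different codes was -0.46 to 0.23. The paper's text gives one tube of each mouse to progesterone and one to the control, and 6 tubes of 3 animals to each pooled sample. These statements cannot both hold for a sample of 1 arm, since 6 tubes of 1 arm come from 6 mice and 6 tubes of 3 mice include both tubes of each. Whether the 2 samples of a pair share mice is therefore not settled here, and each test with the pair as a block rests on the codes.

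Each test was run first on simulated arrays with the means and spreads of the 16848 probes and 200 changed probes. At 2 h, paired limma recovered 91.0% of the probes changed by 0.5 on the log2 scale, 98.5% of those changed by 1 and 100% of those changed by 2, and paired SAM recovered 91.0%, 100% and 100%. At 20 min paired SAM recovered 98.5% of those changed by 0.5. The comparison of the controls over time recovered 68.7% of those changed by 0.5 with 11 false calls, and the test between time points recovered 85.1% with 68 false calls. The simulated spreads were independent between probes, unlike those of tissue samples, and the 200 changed probes ease the adjusted threshold. On the arrays of 2 h themselves, Tigd2 and Slc25a33, both changed by more than 0.5, were not called by limma, so the shares overstate what these arrays can show for a few changed genes.

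The alternatives tried were background correction with normexp from the detection p-values (limma's neqc, offset 16), no normalization, median scaling, quantile normalization within the time point, no filter, a detection p-value under 0.05 in 4 arrays, the other reading of the filter, paired SAM on log2 values and on linear signals, no block, one fit over 16 arrays, eBayes with trend and robust, averages per gene symbol, another threshold, fry in place of camera, all 16 arrays with the pair as a random block for time, and leaving out each pair or control array in turn. Chosen after seeing the data were the removal of probes without a definition and a smooth-muscle score as a covariate. The BeadChip as a block was not run, since the deposited table names no chip.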

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

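Of the tests below, the one of the second probe of Arfl4, the calls without normalization and with the smooth-muscle score as a covariate over time, and the count of pairs that span both time points were chosen after the results were seen.

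Among the groups of 4 arrays, taken for array measures, tissue scores and the genes of the study, 6 held a value far from the other 3, where chance gives about 5.4 (1 in 20). Blood markers scored -0.072 in the progesterone sample of pair 12n, the lowest of its group at 20 min, and fat markers scored 0.0061 in the 20 min control of pair 27n, the highest of its group. The log2 signal of Arfl4 was highest in the 2 h progesterone sample of pair 6d, at 8.87. In the 2 h control of pair 15o, Cxcl1 was lowest at 10.3 and Edn2 highest at 9.03, and Edn3 was lowest at 6.96 in the 20 min progesterone sample of pair 27n. The number of such values is the number chance gives, and no biological explanation was tested for them.

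The effect of progesterone on Arfl4 was larger at 2 h than at 20 min by 0.98 on the log2 scale, with differences above 0 in 4 of 4 pairs at 2 h and in 2 of 4 at 20 min (adjusted p = 0.147 from limma). It was the only probe past 0.20, and of the 35 ways to split the 8 pair differences into 4 and 4, 2 gave as many probes, so chance cannot be excluded for the count. The sign held in all 17 alternative settings (0.81 to 1.65) with an adjusted p between 0.0023 and 0.99993, and it was past the threshold in 7 of them. A second probe, annotated Arl4d, changed by 0.026 on the log2 scale at 2 h. It was detected on 3 of 16 arrays, so a change in the transcript and a signal of the first probe alone cannot be told apart with it. A response of the gene that needs more than 20 min stays open as the biological explanation and was not tested further.

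On the arrays of vehicle-treated tubes, which the paper sets only against the progesterone arrays, 1911 of 16848 probes (11.3%) differed between 20 min and 2 h at an adjusted p of at most 0.05 from limma, 1013 higher and 898 lower at 2 h. The groups did not overlap for 2814 probes (16.7%), where chance gives 2.86%. The largest rises on the log2 scale were 4.14 for Cldn4, 3.92 for Tnfrsf12a, 2.89 for Itpkc, 2.83 for Sprr2g and 2.65 for LOC100047934. The largest falls were -1.56 for Hoxa5, -1.56 for Ccl4, -1.55 for Osr2, -1.50 for Klf2 and -1.40 for Sesn1. All 10 were lower or higher in every array of the one group than in every array of the other. Osr2 was no longer past the threshold under 8 of 18 alternative settings, and the other 9 were past it under all 18.

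Several technical explanations of this difference were tested. Of the 35 splits of the 8 control arrays into 4 and 4, 1 (the real one) gave as many probes, and the highest count of another was 2, which argues against chance. The second probe moved in the same direction in 93.1% of 449 called genes that have one, against 68.5% of genes not called, which argues against hybridization of single probes. Without normalization, 56.3% of the called probes were called in the same direction, although the median of all probes then shifted by -0.17 and 287 probes were called higher and 1534 lower. With the smooth-muscle score as a covariate, 94.3% were called in the same direction. So an unequal share of smooth muscle does not account for most of the calls, and a little over 50% of them do not depend on the normalization. The calls were made on quantile-normalized signals, and leaving normalization out brings differences in array brightness back. The loss of the other calls therefore cannot tell whether brightness contributes to them. The number of pair codes that span both time points was 0, and the chips of the arrays are not known here, so time in the medium cannot be told apart from a batch of mice, of collection or of hybridization that all arrays of a time point would share. Time in culture may contribute as the biological explanation: the lists of hypoxia and glycolysis genes and of inflammatory genes were higher at 2 h (in observations below), but it was not separated from those batches.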

How the results depend on the processing

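The smooth-muscle score as a covariate and the removal of probes without a definition were chosen after seeing the data; the other alternatives were chosen before the data were examined. A result that was not called in either setting counts here as unchanged even where its sign differs. At 20 min the sign differs in at least 1 alternative for 14 of the 18 genes of the study. At 2 h it differs for 0 of the 11 genes of Table 2, and in 1 alternative each for Ednra, Ednrb, Rpl19 and Hprt1.

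At 20 min limma called 0 probes under every alternative that kept limma, including no replicate block (0) and each pair left out. Paired SAM called 1 probe on log2 values (LOC100038882), 2 on linear signals and 1 on log2 values without the probes lacking a definition. Without normalization the median of all probes shifted by 0.13 on the log2 scale, and the median of the Table 2 genes went from -0.04 to 0.13.

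At 2 h each of the 11 Table 2 genes stayed higher with progesterone in all alternatives run, with a median log2 fold change between 0.44 (without replicate 19n) and 0.68 (neqc). The size of single genes moved more, between 0.79 and 1.5 for Arfl4, 0.43 and 0.86 for Rasd1, and 0.57 and 1.09 for Glrx, and so did the number of calls. Where limma called 1 probe, which was Arfl4, it called 0 with an adjusted p of at most 0.05, without normalization, with median scaling, with quantile normalization within the time point, without a filter and with the other reading of the filter, and 0 of the Table 2 genes in these settings. It called 3 with the stricter filter, all 3 of Table 2, 3 with eBayes trend and robust, all of Table 2, and 6 with one fit over 16 arrays, all 6 of Table 2. Paired SAM on log2 values called 17, of which 10 stood for Table 2 genes by their brightest probe, and 16 without the probes lacking a definition, again 10 of Table 2. On linear signals it called 1, with 0 of Table 2. With the smooth-muscle score as a covariate 18 were called, 8 of them by the brightest probe of a Table 2 gene. With each pair left out in turn the count lay between 0 and 12, and that of Table 2 genes between 0 and 3. The 12 were called without replicate 15o, with 4 higher and 8 lower with progesterone, and 0 without replicate 6d or 30o. With no replicate block, so without the pairing, limma called 1 probe at 2 h, Slc25a33 in place of Arfl4. Fewer probes tested is part of the stricter filter's construction; for the other settings the cause was not tested. Among the 35 splits of the 8 arrays without the pairing, 5 gave at least 1 probe, so chance cannot be excluded for that count. There are 8 distinct exchanges of treatment within the 4 pairs, an exchange and its mirror counted as 1, and at least as many probes were called in 3 of the 8 at 2 h, so the count cannot exclude chance. The highest count, 86, came from the exchange that turns pair 15o against the other 3. At 20 min all 8 of the 8 give at least as many by construction, since the count is 0, which carries no information.

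The test between time points called 1 probe. It called 0 without normalization, with median scaling, without a filter, with the other reading of the filter and with no replicate block, and 3 with eBayes trend and robust. With each pair left out the count lay between 0 and 31, the highest without replicate 15o, with 10 above and 21 below 0. The cause was not tested.

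For time in the controls, the count of 1911 became 4382 with an adjusted p of at most 0.20 and 4104 with all 16 arrays and the pair as a random block, which uses more arrays. With each control array left out in turn it lay between 1164 (without the 2 h array of 19n) and 1994, with fewer arrays in each fit. The split into higher and lower, 1013 and 898, became 550 and 1548 with median scaling and 287 and 1534 without normalization. Of the falls of Arfl4 and P4ha2, neither was past the threshold over all 16 arrays. That fit takes in progesterone arrays, on which both genes were higher than in the controls of 2 h. The falls of Ednra and Pgr were past the threshold in that fit only. The rise of Edn1 was past it in 9 of 18 alternatives and that of Edn2 in 7 of 18.

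Of the gene lists at 20 min, 1 was past the threshold in camera and 0 in fry. At 2 h there were 2 in camera, 1 in fry, 1 with neqc and 5 without normalization. The median of the cilia list at 2 h reversed from -0.057, not past the threshold, to 0.0076 without normalization, where it was past the threshold in camera (adjusted p = 0.0486). The median of all probes was then 0.057, so the list stayed below it, and the change of sign goes with a shift of all probes. Over time in the controls the number of lists was within 1.5 times under each alternative.

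The BeadChip as a block was not run, since the deposited table names no chip, and a floor of 1 on background-subtracted signals was not run, since the signals are not background-subtracted. The signal over background limits Edn3, detected on 8 of 16 arrays, and the Arl4d probe, detected on 3 of 16.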

Differences from the paper's values

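The paper reports 11 genes as differentially expressed at 2 h (the paper's value), and limma with a Benjamini-Hochberg adjusted p of at most 0.20 called 1 probe. Of the alternatives chosen before the data were examined, leaving out pair 15o gave 12 probes, within 1.5 times the paper's number, but with 4 higher and 8 lower with progesterone and 3 genes of Table 2 among them, where the paper's 11 are all higher. All the others differed by more than that: limma gave between 0 and 6 probes, paired SAM on linear signals 1 and paired SAM on log2 values 17. The paper's methods name a paired SAM and do not state whether it ran on log2 or linear values. On linear signals it called 0 genes of Table 2, and on log2 values its 17 probes included all 11 genes of Table 2 by any of their probes. The 12 probes with the lowest q-values, of at most 8.33%, were these 11 genes and Clk1. Paired SAM without the probes that lack a definition, an alternative chosen after seeing the values, gave 16 probes, which is within 1.5 times the paper's number, and does not include Clk1. With one fit over 16 arrays, 6 of the Table 2 genes were called (Arfl4, Tigd2, Slc25a33, Serpina3n, Edn1 and Rasd1).

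The fold changes of Table 2 did not differ by this measure in any of the 18 settings. With no alternative applied, the fold change equals the paper's for 8 of the 11 genes when rounded to 1 decimal. The largest difference was then 0.147, for Glrx. Alternatives moved single genes further, such as Arfl4 to 2.83 with neqc, against 1.9 in the paper.

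The paper names low expression, with reservation, among the reasons why the array did not show changes of Ednra and Pgr. Ednra had a detection p-value under 0.05 on 16 of 16 arrays, with a detection p-value of 0 on each of the 8 arrays of 2 h, and its differences between progesterone and control had an SD of 0.98 over the 4 pairs of 2 h, larger than that of 99.8% of the probes tested. Pgr was also detected on 16 of 16 arrays, with a highest detection p-value of 0.0063 on those of 2 h and log2 signals of 7.44 in the controls and 7.34 with progesterone, and the SD of its differences, 0.22, was larger than that of 76.4% of the probes. Detection does not show that a low signal leaves the measured change of Pgr unaffected, since the signals are not background-subtracted. Over 20 alternatives, background correction among them, its log2 fold change at 2 h lay between -0.23 and -0.003.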

Other observations

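The smooth-muscle score, its relation to the genes and to the other scores, its use as a covariate, the count of Table 2 genes over time and the reading of the fry value of the cilia list were tests chosen after the results were seen.

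The smooth-muscle markers differed between the 2 samples of a pair at 2 h. The score was lower with progesterone by -1.06 in pair 19n and by -0.39 in pair 30o, changed by -0.09 in pair 6d, and was higher by 1.42 in pair 15o, while the 20 min pairs differed by -0.08 to 0.17. All 7 genes of the list moved alike, lower in pair 19n and higher in pair 15o: Myh11 by -1.63 and 2.37 on the log2 scale, Des by -1.76 and 2.01, and Acta2, detected on 16 of 16 arrays, by -0.80 and 1.59. An unequal share of muscle in the pooled tissue is a candidate explanation. A lower share of muscle would raise the markers of the other cell types alike, but over the 8 pairs the score was not related to the cilia score (Pearson's r = -0.039, exact permutation p = 0.935; Spearman's rho = 0.071, exact permutation p = 0.882) or to the score of secretory epithelium (r = -0.43, exact permutation p = 0.270; rho = -0.55, exact permutation p = 0.171). With the 2 farthest pairs left out r was -0.012 and -0.43. Both p adjusted over the 2 relations were 0.540 or more. An unequal share and a change of expression within muscle or stroma therefore cannot be told apart with these values.

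The differences of Ednra within pairs followed those of the smooth-muscle score over the 8 pairs, with Pearson's r = 0.893 (two-sided exact permutation p = 0.00064) and Spearman's rho = 0.905 (exact permutation p = 0.0046). Among 6 genes tested the adjusted p of r was 0.0019 for Ednra and for Ednrb (r = 0.977, exact permutation p = 0.00035; rho = 0.881, exact permutation p = 0.0072), and 0.151 or more for Pgr, Edn1, Edn2 and Edn3. Without the 2 pairs farthest from the median, 19n and 15o, r was 0.806 for Ednra (exact permutation p = 0.0375) and 0.588 for Ednrb (exact permutation p = 0.186), so the relation of Ednrb rests on those pairs. Each time point holds 4 pairs, too few for a value of its own. Of all probes, 344 (2.04%) followed the score at least as closely as Ednra. With the score as a covariate beside the pair, the log2 fold change of Ednra at 2 h was -0.28 (standard error 0.07 in place of 0.30). The differences less the part that follows the score were -0.35, -0.28, -0.22 and -0.27 in pairs 6d, 19n, 30o and 15o. The slope of that part was fitted on the same 4 pairs, which partly builds in the agreement of these differences. The adjusted p of Ednra was 0.7498 from limma, not past the threshold. It lay between 0.396 and 0.998 with each pair left out, in fits that hardly measure error. This may mean that tissue composition hid a lower level of Ednra on the arrays, in the direction that the paper reports from qPCR at 2 h. It remains a hypothesis, since the score was chosen after the differences of Ednra were seen.

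With the smooth-muscle score as a covariate the median log2 fold change of the Table 2 genes at 2 h was 0.486. The score differences of the 4 pairs average -0.03, so the covariate can hardly move a mean change, and this value does not decide whether an unequal share of muscle within pairs contributes. With the covariate 18 probes were called at 2 h, 14 higher and 4 lower, and 9 of them were probes of Table 2 genes. Outside Table 2, named after their values were seen, Fgf7 was higher by 0.95 (adjusted p = 0.0097 from limma). Of the 3 probes of Lmcd1, 2 were lower by -0.69 and -0.72 (adjusted p = 0.016 and 0.071). The third Lmcd1 probe was lower by -0.42 (adjusted p = 0.227). The called probes had the same sign in 4 of 4 pairs after the part that follows the score was removed. Its slope was fitted on these same pairs, which partly builds that agreement in. Without the score, the adjusted p from limma was 0.9997 for Fgf7 and for Lmcd1. The differences in pairs 6d, 19n, 30o and 15o were then 0.89, -0.42, 0.92 and 2.30 for Fgf7. Both called Lmcd1 probes were then higher in pair 15o, by 0.54 and 0.56. Of 8 distinct exchanges of treatment within pairs, 1 (the real one) gave as many probes, and 8 are too few to exclude chance. When 100 random lists of the same size and matched mean signal were used as the covariate, 11 gave at least 18 probes (median 2, highest 253), so the number of calls does not by itself single out smooth muscle. With each pair left out the count lay between 7 (without 30o) and 159 (without 15o). Each of these 4 fits leaves 1 residual degree of freedom per probe, so their calls hardly measure error and do not test robustness. Fgf7 was called in each of them (0.83 to 1.21), and the Lmcd1 probe with the lowest p was too (-0.89 to -0.60). The cilia score as a covariate gave 2 probes and the secretory epithelium score 1. A response of Fgf7 and Lmcd1 to progesterone may be tested in other samples.

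Of the 11 genes of Table 2, 7 also differed between the controls of 20 min and 2 h. Serpina3n rose by 1.74, Slc25a33 by 1.29, Cxcl1 by 0.99 and Edn1 by 0.42 on the log2 scale, while Arfl4 fell by 0.67, Amigo2 fell by 0.63 and P4ha2 fell by 0.34. The comparisons share the 2 h controls, so genes picked for low 2 h controls would fall over time. On 50 sets of unchanged simulated arrays, 11 genes picked as higher with progesterone at 2 h by the smallest p held at most 5 falls and 0 rises past the same unadjusted p over time. Selection can therefore give as many as the 3 falls, although the simulated sets held 1.28 falls on average. Among 1000 draws of 11 probes of matched signal, 6.2% held at least 3 falls. The fit over all 16 arrays cannot decide this for Arfl4 and P4ha2, since it takes in the progesterone arrays of 2 h, on which both were higher. In that fit the fall of neither gene was past the threshold. That of Amigo2 was past it under 18 of 18 alternatives (highest adjusted p 0.0139), and its mean with progesterone at 2 h (11.01) was also below those at 20 min (11.27 in the controls and 11.23 with progesterone), so selection for low 2 h controls is not enough to settle its fall, although the SDs of these 3 means (0.15 to 0.23) are of the size of the differences with progesterone. The 4 rises are not in the direction that it gives, but many probes change over time: of 1000 draws of 11 probes of matched signal, 1.7% held at least 4 rises and 8.0% at least 3, the number without Edn1, whose rise was lost under 9 of 18 alternatives. Chance cannot be excluded for the rises. In the controls Ednra was lower at 2 h than at 20 min by -0.87 (adjusted p = 0.255 from limma). Over all 16 arrays, with the pair as a random block, it was lower by -1.07 (adjusted p = 0.019 from limma). Pgr was lower by -0.35 in that fit (adjusted p = 0.016 from limma). For each of these 2 genes this was the only 1 of 18 alternatives past the threshold.

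Of the 15 gene lists, the cilia list was higher at 20 min in camera, with mean differences of 0.05, 0.46, -0.02 and 0.10 in pairs 27n, 26n, 12n and 22ob, so 1 pair carries most of it. In fry the p of the cilia list was 0.226 before adjustment and 0.932 after it. Noise shared by the genes of the list stays open as an explanation, which the gap between camera and fry does not settle. At 2 h the list of Table 2 was past the threshold in camera and in fry (adjusted p = 0.012), which carries no independent information since the study chose it on these samples. The list of inflammatory genes (median 0.02, 8 of 13 higher, adjusted p = 0.015) was higher in camera and not in fry (0.889); it includes Cxcl1, a gene of Table 2. Over time in the controls, hypoxia and glycolysis genes (9 of 10 higher, median 0.44, camera adjusted p = 9.8e-07), inflammatory genes (12 of 13 higher, median 0.68, 5.5e-08) and markers of secretory epithelium (4 of 5 higher, median 0.56, 0.0068) were higher and immediate early genes (12 of 19 lower, median -0.09, 0.047) lower at 2 h, all 4 also in fry, where Table 2 was past the threshold as well (adjusted p = 0.0087). The immediate early genes were not past the threshold with neqc (0.062) or with median scaling (0.118). The other lists were not past the threshold in any of the 3 comparisons: the endothelin and receptor genes, genes that respond to steroid receptors, progesterone targets of uterus and ovary, heat shock genes, and markers of blood, fat, ovary, skeletal muscle and smooth muscle. Of these, progesterone targets of uterus and ovary had a median of 0.10 at 2 h (7 of 10 higher, camera adjusted p = 0.071), and passed it without a filter (0.041) and with the other reading of the filter (0.041). Genes that respond to steroid receptors (0.071) passed it with median scaling (0.029) and without normalization (0.047), and the endothelin and receptor genes (0.080) and the cilia list (0.113) passed it without normalization (0.013 and 0.0486). By their brightest probes, the reference genes Rpl19 and Hprt1 changed by 0.03 and 0.06 on the log2 scale at 2 h.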
